# Differential Expression Profiles of lncRNA Following LPS-Induced Inflammation in Bovine Mammary Epithelial Cells

**DOI:** 10.3389/fvets.2021.758488

**Published:** 2021-10-29

**Authors:** Jin-Peng Wang, Qi-Chao Hu, Jian Yang, Zhuo-Ma Luoreng, Xing-Ping Wang, Yun Ma, Da-Wei Wei

**Keywords:** dairy cow, lncRNA, bovine mammary epithelial cells, mastitis, RNA-seq

## Abstract

Bovine mastitis is an inflammatory response of mammary glands caused by pathogenic microorganisms such as *Escherichia coli* (*E. coli*). As a key virulence factor of *E. coli*, lipopolysaccharide (LPS) triggers innate immune responses via activation of the toll-like-receptor 4 (TLR4) signaling pathway. However, the molecular regulatory network of LPS-induced bovine mastitis has yet to be fully mapped. In this study, bovine mammary epithelial cell lines MAC-T were exposed to LPS for 0, 6 and 12 h to assess the expression profiles of long non-coding RNAs (lncRNAs) using RNA-seq. Differentially expressed lncRNAs (DElncRNAs) were filtered out of the raw data for subsequent analyses. A total of 2,257 lncRNAs, including 210 annotated and 2047 novel lncRNAs were detected in all samples. A large proportion of lncRNAs were present in a high abundance, and 112 DElncRNAs were screened out at different time points. Compared with 0 h, there were 22 up- and 25 down-regulated lncRNAs in the 6 h of post-infection (hpi) group, and 27 up- and 22 down-regulated lncRNAs in the 12 hpi group. Compared with the 6 hpi group, 32 lncRNAs were up-regulated and 25 lncRNAs were down-regulated in the 12 hpi group. These DElncRNAs are involved in the regulation of a variety of immune-related processes including inflammatory responses bMECs exposed to LPS. Furthermore, lncRNA TCONS_00039271 and TCONS_00139850 were respectively significance down- and up-regulated, and their target genes involve in regulating inflammation-related signaling pathways (i.e.,Notch, NF-κB, MAPK, PI3K-Akt and mTOR signaling pathway), thereby regulating the occurrence and development of *E. coli* mastitis. This study provides a resource for lncRNA research on the molecular regulation of bovine mastitis

## Introduction

Mastitis is one of the most common diseases in dairy cows worldwide, causing damage to mammary tissue, reduces milk production, decreases the quality of dairy products, and increases mortality and culling rates (1, 2). Although mastitis is a common disease, it is both expensive and difficult to treat, resulting in huge losses in the dairy industry (3–5). Mammary gland inflammation is primarily a response to an infectious process (2, 6, 7), with *Escherichia coli* (*E. coli*) being a prominent etiologic agent (7, 8). When *E. coli* infects host cells, lipopolysaccharide (LPS, a pathogen-associated molecular pattern) (3, 9) is recognized by toll-like-receptor 4 (TLR4) which triggers immune responses, thus acting as an early signal of pathogenic microbial infection (8, 10). This leads to activation of the nuclear factor kappa B (NF-κB) signaling pathway and induction of the expression of several pro-inflammatory genes, such as interleukin-1 (IL-1), interleukin-6 (IL-6), and tumor necrosis factor-α (TNF-α) (11).

With the advances and popularization in omics technologies in recent decades, long non-coding RNA (lncRNA) and its functions have been mined. lncRNAs, a novel class of transcripts over 200 nucleotides (nt) in length, are located in the nucleus or cytoplasm and cannot encode proteins (12–14). However, it has been suggested that some lncRNAs can form small peptides which affect biological functions (13, 15), participate in inflammatory responses, and regulate the occurrence and development of a variety of diseases (11, 16, 17). At present, an increasing number of studies have shown that lncRNAs also exert significant regulatory effects in the process of bovine mastitis (16, 18, 19). However, few studies on the regulatory mechanisms in dairy cows have been reported in the literature, and this is a critical shortcoming.

This study aimed to detect the expression profile of lncRNAs and elucidate differentially expressed lncRNAs (DElncRNAs) associated with LPS-induced inflammation in bovine mammary epithelial cells (bMECs) in *vitro*. It is hoped that this study can establish a potential molecular regulatory mechanism of dairy cow mastitis to serve as a reference for dairy cattle genetic breeding and to promote the improvement of dairy cow breeding.

## Materials and Methods

### Sample Collection and *in vitro* Mastitis Model

The previously frozen bovine mammary epithelial cell lines MAC-T (20) in liquid nitrogen were thawed and cultured in three 6-well plates supplemented with Dubecco's modified Eagle medium/ F12 containing 10% fetal bovine serum (System Biosciences, Mountain View, CA). When bMEC monolayers reached 80% confluence, one 6-well plate cells (0 h) were collected as the control group, and the remaining two 6-well plates were treated with 50 ng/μL LPS to stimulate an inflammatory response (21). The respective 6-well plates were collected at 6 and 12 hpi as the experimental groups.

### RNA Extraction, Library Construction, and Sequencing

Total RNA was extracted from bMECs induced with LPS at 0, 6, and 12 h using TRizol reagent (Takara Biomedical Technology Co., Ltd, Beijing, China) according to the manufacturer's instructions. The quality of RNA was evaluated by Agarose Gel Electrophoresis, NanoDrop (NanoDrop Technologies, Wilmington, DE, USA), and Agilent 2,100 Bioanalyzer (Agilent, Santa Clara, CA, USA) to ensure the use of qualified samples for sequencing. Subsequently, ribosomal RNA (rRNA) was depleted from total RNA using the Epicentre Ribo-zero™ (rRNA) Removal Kit (Epicentre, Madsion, WI, USA). Preparation of the RNA sequencing library construction was prepared as previously reported (22), that is, RNA library for RNA-seq was prepared as rRNA depletion and stranded method. Then the library concentration was preliminarily tested using Qubit 2.0, and was adjusted to 1.0 ng/μL. Afterwards, the Agilent 2,100 Bioanalyzer (Agilent, Santa Clara, CA, USA)was used to measure insert sizes of the acquired library. To ensure library quality, quantitative real-time PCR (qRT-PCR) was used to accurately determine the library effective concentration (>3 nM). After qualification of the library, the Illumina PE150 platform was used for sequencing according to the library effective concentration and the pooling of data output requirements.

### Quality Control and Mapping of Sequencing Data

The raw data (raw reads) containing a small number of reads with sequencing adapters or with low sequencing quality was obtained by RNA-seq. For the reliability of the data analysis, it was necessary to filter the raw data using the following parameters: (1) reads with adapter were removed; (2) unidentifiable base information reads with a ratio of > 0.002 were removed; (3) the paired reads were removed when the number of low-mass bases in single-end read was more than 50% of the read length ratio. The obtained clean reads were mapped to the internal reference genome (Bos taurus Ensembl 97) by using Hisat2 (23).

### lncRNA Identification

In this study, all the transcripts were merged using Cuffmerge software. LncRNAs were identified according to their structural and functional characteristics. The criteria used to identify the lncRNAs were as follows: (1) transcripts with exon numbers ≥ 2 and lengths > 200 bp were selected; (2) transcript fragments per kilobase per million reads (FPKM) > 0.5 were selected; (3) transcripts that overlap with the database annotation exon regions were identified using the Cuffcompare software (v2.2.1); (4) candidate data sets of novel lncRNAs were obtained through potential coding identification. Then, the final identification and naming were performed to obtain the novel lncRNAs of this analysis according to their loci relative to the coding genes (24).

### Quantification of lncRNA Expression Levels and Differential Expression Analysis

Quantification of lncRNAs was performed using the StringTie software (v1.3.3). The expression level of each transcript was calculated according to the frequency of clean reads. The data were subsequently normalized to the FPKM (25), using the following formula:

$$\begin{array}{l} \text{FPKM}=\text{cDNA Fragments}/[\text{Mapped Fragments }(\text{millions})\\ \;\times \text{ Transcript Length}\;(\text{kb})]. \end{array}$$

Differential expression analyses between two groups were conducted using the Cuffdiff software (v2.1.1). The DElncRNAs were identified using |${\text{log}}_{2}^{\left(\text{FoldChange}\right)}$| > 1 and *P* < 0.05 as standard.

### Validation of RNA-Seq by qRT-PCR

To verify the sequencing results, 10 DElncRNAs were randomly selected to detect their relative expression levels by qRT-PCR. Total RNA extracted by using the Trizol reagent was reverse-transcribed into cDNA using the PrimeScriptTM RT reagent Kit with gDNA Eraser (Takara Biomedical Technology Co., Ltd, Beijing, China) according to the manufacturer's instructions. The qRT-PCR was performed using 2 × M5 HiPer SYBR Premix Es Taq (with Til RNaseH) kit (Mei5 Biotechnology, Co., Ltd, Beijing, China) on a Bio-Rad CFX96 qRT-PCR system (Bio-Rad, Hercules, CA, United States) to analyze the relative expression level of DElncRNAs. The qRT-PCR reaction consisted of the following components: 10.0 μL 2 × M5 HiPer SYBR Premix Es Taq (with Til RNaseH), 0.4 μL Forward Primer, 0.4 μL Reverse Prime, 1.5 μL cDNA template and 7.7 μL RNase-Free ddH2O. The qRT-PCR amplification conditions were as follows: at 95 °C for 30 s, followed by 40 cycles of denaturation at 95 °C for 5 s followed by annealing/extension at 60 °C for 30 s. The qRT-PCR primers for DElncRNAs were designed with Primer Premier 5 (PREMIER Biosoft international, Palo Alto, CA, USA). The primer sequences are presented in Supplementary Table 1. For each sample, 3 biological replicates were amplified. *Glyceraldehyde-3-phosphate dehydrogenase* (*GAPDH*) and *ribosomal protein S18* (*RPS18*) genes were used as internal references (26), and the relative expression of DElncRNAs was calculated using the 2^−ΔΔCT^ method.

The qRT-PCR and RNA-seq data were compared with each other. When the expression trends of qRT-PCR and RNA-seq were consistent, the DElncRNA identification was considered to be reliable.

### Target Gene Prediction and Functional Analysis of DElncRNAs

To explore the potential function of DElncRNAs, target genes of the DElncRNAs were predicted as being either cis-acting and trans-acting. For cis-acting target (co-location) prediction, genes that co-localized to within 100 kb up-or down-stream of a lncRNA were considered to be a cis-acting target (27). For trans-acting target (co-expression) prediction, the Pearson's correlation coefficients between the coding genes and lncRNAs were calculated and analyzed for the identification of trans-acting regulatory elements. This analysis required the sample size was > 5, and a Pearson's correlation coefficient > 0.95 for a gene to be considered a target of the lncRNA (28). Then, Gene Ontology (GO) functional enrichment analysis of target genes of DElncRNAs was implemented by the cluster Profiler R package (R-3.2.4), in which gene length bias was corrected (29).

### Statistical Analysis

All experiments were repeated at least 3 times. Significant differences were analyzed using Student's *t*-test, and *P* < 0.05 was considered to be a significant difference and *P* < 0.01 was extremely significant. The experimental data were presented as mean ± SEM.

## Results

### RNA-Seq of lncRNAs

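MAC-T is an immortalized line of bovine mammary epithelial cells, and LPS is an outer membrane component of Gram-negative bacteria that cells sense through TLR4. The 9 libraries come from untreated cells (0 h) and from cells exposed to 50 ng/μL LPS for 6 and 12 h, with 3 replicates at each time point. Each time point was a plate of its own, so plate and time of exposure cannot be told apart. Whether the replicates of a time point are wells of that plate is not given in the sources used here, and if they are, each SD and p describes the spread between wells. Replicate numbers do not pair libraries across time points: correlations of their deviations from the group means lay between −0.0754 and 0.0728 for libraries of the same number. The paper's Table 1 gives 53156908, 62760360 and 71165495 mapped reads for the 0 h libraries and 39633453 to 51328167 for the 6 libraries of LPS-treated cells.

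The values used here are the deposited FPKM of 2257 lncRNA transcripts in each library. By the paper's formula, FPKM divides the fragments of a transcript by its length and by the mapped fragments of the library. The formula holds no other scaling between libraries. Which program made the deposited values is not certain, so whether they carry further scaling is not known. The fragments behind each FPKM are not given in the sources used here, so no counting interval is printed. The 1948 lncRNAs with FPKM above 0.5 in at least 3 of the 9 libraries were tested with limma on log2(FPKM + 0.1), in 1 fit of all 9 libraries with a mean-variance trend. Adjusted p-values are Benjamini-Hochberg values within each comparison, and all tests are two-sided. DElncRNAs are counted at the paper's thresholds, an absolute log2 fold change above 1 with an unadjusted p under 0.05. The test of the paper, Cuffdiff on mapped fragments, was not used here. The test, the thresholds, the rule for naming lncRNAs and the host gene lists were set before the data were examined.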

Nine lncRNA libraries were sequenced using the Illumina PE150 to acquire raw data for quality control, and to extract high-quality clean reads (Table 1). In addition, the Hisat2 software (v2.0.5) was used to compare the clean reads to the reference genome for statistical analysis. For each sample, the clean bases (G) should be ≥ 11.29 G and the Q30 (%) should be ≥ 92.78% to ensure the reliability of results obtained from subsequent analyses. Additional details are provided in Table 1.

**Table 1:** Summary of lncRNA sequencing data.

**hpi**	**Sample name**	**Raw reads**	**Clean bases (G)**	**Q30 (%)**	**Mapped reads**	**Mapped ratio**
0	L_0h_1	91,024,024	13.09	93.35	62,760,360	90.47 %
	L_0h_2	78,017,162	11.29	92.78	53,156,908	90.99 %
	L_0h_3	84,476,878	12.52	94.31	71,165,495	94.05 %
6	L_6h_1	85,070,490	12.57	94.32	40,193,408	92.15 %
	L_6h_2	87,348,140	12.94	93.84	39,633,453	94.27 %
	L_6h_3	91,954,694	13.63	94.23	43,586,453	94.65 %
12	L_12h_1	80,172,386	11.92	94.14	39,818,498	94.39 %
	L_12h_2	90,313,872	13.44	93.84	51,328,167	95.21 %
	L_12h_3	81,278,346	12.09	94.40	45,238,761	95.07 %

### Identification and Classification of lncRNAs

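Replicates of a time point differed in their lncRNA profiles about as much in untreated as in LPS-treated cells, and how close 0 h replicate 3 was to the other libraries depended on the scale. Squared Pearson correlations (R2) of log10(FPKM + 1) ran from 0.515 to 0.745 over the 36 pairs of libraries, with a median of 0.639. The 9 pairs within a time point had a median R2 of 0.652 (0.621 to 0.687 at 0 h, 0.65 to 0.693 at 6 hpi and 0.631 to 0.691 at 12 hpi), and the 27 pairs between time points one of 0.631. For 0 h replicate 3, R2 was 0.645 to 0.745 (median 0.724) with the 6 libraries of LPS-treated cells, and 0.621 and 0.687 with the other 0 h libraries. For 0 h replicates 1 and 2, R2 with the same 6 libraries was 0.515 to 0.638, and with each other it was 0.639. The first principal component of the tested lncRNAs held 20.2% of the variance. On it 0 h replicates 1 and 2 scored −26.3 and −33.5, 0 h replicate 3 scored 0.0662, and LPS-treated cells scored between −3.84 and 20. These correlations are across lncRNAs, which are not independent replicates, and the pairs share libraries, so no p is attached to them. On log2(FPKM + 0.1) the median R2 was 0.42, and for 0 h replicate 3 it was 0.493 and 0.452 with the other 0 h libraries and 0.439 to 0.504 with those of LPS-treated cells.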

In this study, the correlation of expression levels between samples was determined to ensure the confidence and rationality of the experiment (Figure 1A). 

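Most lncRNAs of MAC-T cells were scarce and a few were abundant. All 2257 transcripts exceeded 0.5 FPKM in at least 1 library, 600 did so in every library, and 306 were above 1 FPKM in every library. ENSBTAT00000084269 (chromosome 11, 104128203 to 104131916 of ARS-UCD1.2) was among the most abundant, at 282 ± 16.7 FPKM (SD, n = 3) at 0 h, 244 ± 3.57 at 6 hpi and 277 ± 52 at 12 hpi. TCONS_00063316, which overlaps ENSBTAG00000050597 on chromosome 19, had 128 ± 16.9 FPKM at 0 h and 165 ± 17.8 at 12 hpi (SD, n = 3). Neither met the thresholds for a DElncRNA between 12 hpi and 0 h (adjusted p = 0.923 and 0.345 from limma). Transcripts with an Ensembl identifier numbered 210, and the other 2047 were assembled from the reads. Above 0 in all 9 libraries were 1609 transcripts.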

Through analysis of the sequencing data, a total of 2,257 lncRNAs were identified, including 210 annotated and 2,047 novel. Novel lncRNAs were classified as intergenic lncRNA (lincRNA, 29.8%), antisense lncRNA (antisense, 28.9%), and sense overlapping (41.3%) (Figure 1B).

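Annotated lncRNAs were more abundant than assembled ones of any type. The median of the mean FPKM over the 9 libraries was 1.02 for the annotated lncRNAs (quartiles 0.508 and 3.16). It was 0.719 for sense overlapping, 0.663 for antisense and 0.62 for intergenic lncRNAs. Means above 10 FPKM were held by 17 annotated, 23 sense overlapping, 13 intergenic and 6 antisense lncRNAs. By the names in the deposited values, 611 assembled lncRNAs are intergenic (29.8%), 591 antisense (28.9%) and 845 sense overlapping (41.3%). The lncRNAs themselves are the units of these medians, and no test was attached to their differences.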

**Figure 1:**
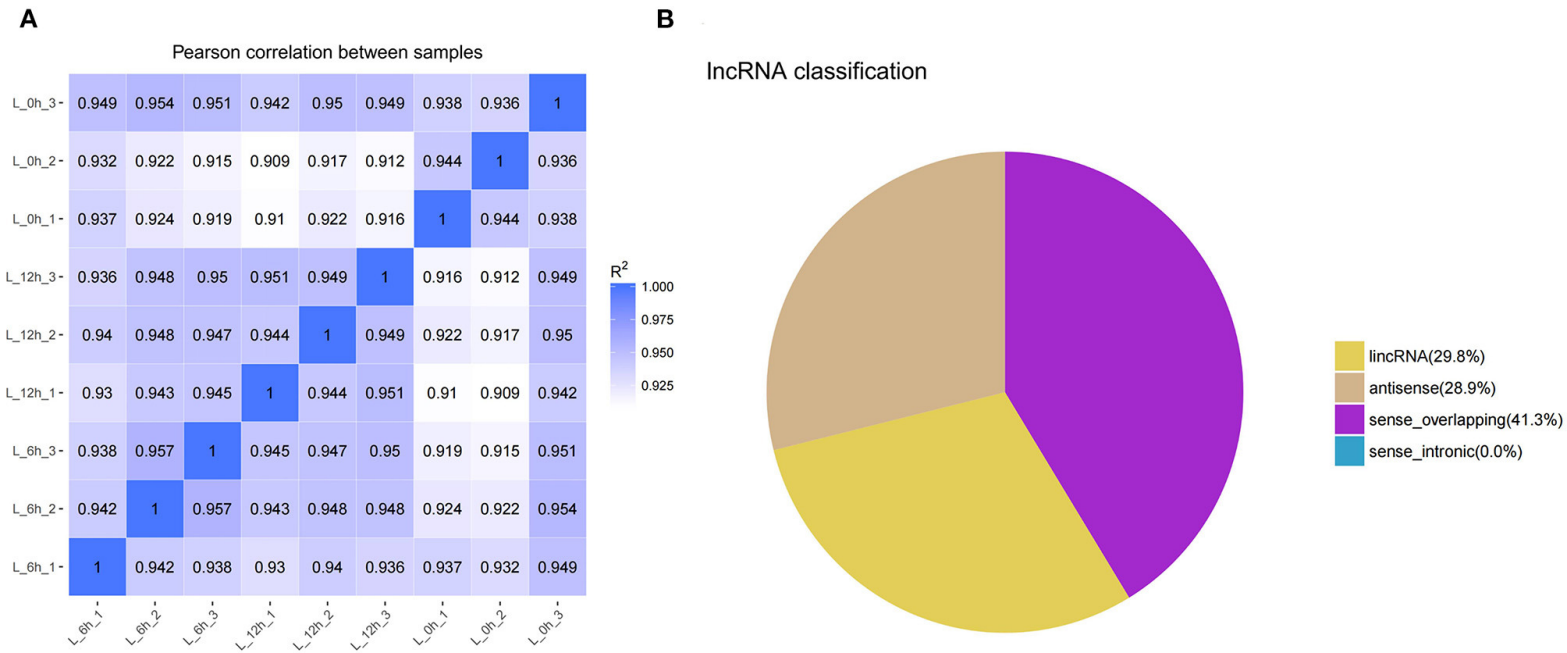
Identification and classification of lncRNA detected in bMECs. **(A)** Pearson's correlation coefficients between samples. **(B)** The types of novel lncRNAs. L_0h is presented that MAC-T were exposed to LPS for 0 h (0 h); L_6h is presented as 6 hpi; L_12h is presented as 12 hpi. (similarly hereinafter).

### Profile of lncRNA Expression in LPS Treated bMECs

To further detect the expression of lncRNA in LPS treated bMECs, cells were incubated for 0, 6, and 12 h following treatment for high-throughput sequencing. In each sample, box-plot diagrams were constructed based on FPKM to observe the expression symmetry and distribution of all lncRNAs. The results showed that the distribution of each box-plot was flat (Figure 2), which indicated that the expression distribution of lncRNA in each sample was correct. At the same time, it can be seen that the distribution of lncRNA expression levels in samples between groups were similar, but small differences were observed.

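Single lncRNAs set the upper ends of the distributions. ENSBTAT00000069275, an annotated lncRNA on the unplaced scaffold NKLS02002005.1 (77605 to 79758), was listed at 16334 FPKM in 0 h replicate 2 and at 1923 FPKM in 12 hpi replicate 1. In the other 7 libraries it was listed at 0.333 to 7.27 FPKM. The median of log10(FPKM + 1) over all lncRNAs was 0.224, 0.226 and 0.22 in the 0 h libraries. It was 0.241, 0.224 and 0.229 at 6 hpi, and 0.232, 0.25 and 0.25 at 12 hpi. Between 117 and 205 lncRNAs were listed at 0 in a library. The library medians of 12 hpi lay above those of 0 h by 0.0203 on average (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Those of 6 hpi differed from 0 h by 0.00791 (exact permutation p = 0.3), and 12 hpi from 6 hpi by 0.0124 (exact permutation p = 0.2).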

**Figure 2:**
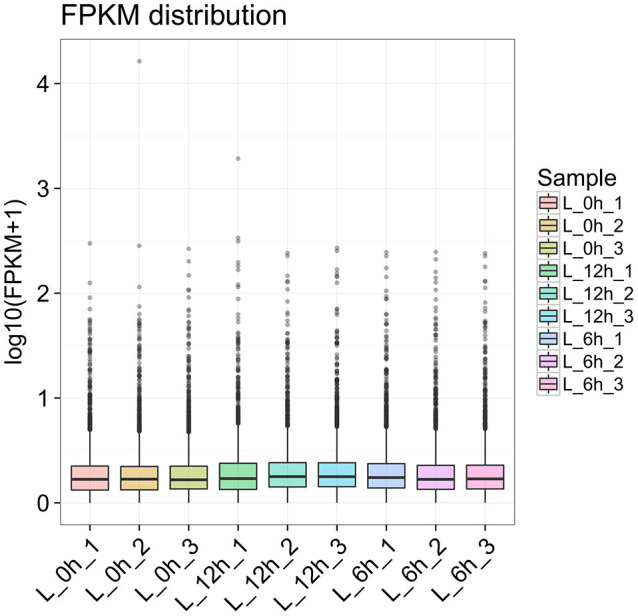
Box-plot diagram of lncRNA expression of all samples at 0 h, 6, and 12 hpi.

### Differential Expression Analysis of lncRNA

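Across the time course of LPS exposure, 302 of the 1948 tested lncRNAs met the paper's thresholds in at least 1 of the 3 comparisons. HOXB3-OT1, which overlaps the homeobox gene HOXB3, was among those that were higher in LPS-treated cells, and ENSBTAT00000083638 was among those that were lower. RUNX1-OT2 and RUNX1-OT3, which overlap the transcription factor gene RUNX1, met them in opposite directions. No lncRNA passed an adjusted p under 0.05 from limma in any comparison (0, 0 and 0). The paper's supplementary tables hold 9, 8 and 5 lncRNAs with an adjusted p under 0.05 from its own test. At an unadjusted p under 0.05 there were 191 between 6 hpi and 0 h, 276 between 12 hpi and 0 h and 157 between 12 and 6 hpi, where 97.4 are expected by chance in each. All 2257 deposited lncRNAs had a mean of at least 0.5 FPKM at 1 or more time points. A set chosen by its highest time point can favour lncRNAs that differ between time points. The chance values and the simulations of no change given here do not allow for this. Without 0 h replicate 3 the counts at the adjusted p were 11 and 31 against 0 h. Without 12 hpi replicate 2 they were 1 and 1, without 12 hpi replicate 3 the count between 6 hpi and 0 h was 1, and between 12 and 6 hpi it was 1 without 6 hpi replicate 2 or 12 hpi replicate 3.

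In values simulated with the spread of these libraries and no change, 77, 67 and 65 lncRNAs met the paper's thresholds in the 3 comparisons and 0 passed the adjusted p. With a log2 change of 2 put into 200 lncRNAs at 12 hpi, 84% met the thresholds and 53% passed the adjusted p. With a log2 change of 1, the shares were 32.5% and 0%. Of the types, 12.5% of the tested intergenic lncRNAs, 8.29% of the antisense and 8.29% of the sense overlapping ones met the thresholds between 12 hpi and 0 h (Fisher's exact test, p = 0.0277, adjusted p = 0.0831 over the 3 comparisons).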

A total of 112 DElncRNAs were observed between the 3 experimental groups. Relative to the 0 h group, there were 22 up- and 25 down-regulated DElncRNAs in the 6 hpi group (Supplementary Table 2; Figure 3A), and 27 up- and 22 down-regulated DElncRNAs in the 12 hpi group (Supplementary Table 3; Figure 3B). 

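At 6 hpi, ENSBTAT00000083638, an annotated lncRNA on the unplaced scaffold NKLS02001549.1 (7675 to 8744), was lower than at 0 h. Its FPKM was 6.28 ± 0.531 (SD, n = 3) at 0 h and 1.96 ± 0.367 at 6 hpi, a log2 fold change of −1.64 (standard error 0.23, adjusted p = 0.11 from limma, the smallest of this comparison). STRIP2-OT1, which overlaps a gene of the phosphatase and kinase complex STRIPAK, was lower as well, with a log2 fold change of −2.87. So were 2 lncRNAs on chromosome 11, TCONS_00017073 (−2.84) and TCONS_00014837 (−2.71). Higher at 6 hpi were TMEM168-OT1 (2.5), ENSBTAT00000080391 on chromosome 17 (2.55) and TCONS_00096946 on chromosome 26 (1.49). The adjusted p of these 6 lncRNAs was between 0.239 and 0.286.

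LINC177 and LINC178 overlap each other on chromosome 11 (8996988 to 8999441 and 8997008 to 8999441) and differed in opposite directions. LINC177 had 0.667 ± 0.35 FPKM (SD, n = 3) at 0 h and 3.73 ± 1.15 at 6 hpi, and LINC178 had 2.54, 2.64 and 4.93 FPKM in the 0 h libraries and was listed at 0 in all 3 libraries of 6 hpi. The FPKM summed over their gene gave a log2 fold change of −0.13.

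In all, 73 lncRNAs were higher and 45 lower at the paper's thresholds. The split was 61 and 54 with values centred on the median of each library, 59 and 51 with quantile normalization, 74 and 88 without 6 hpi replicate 1, and 53 and 54 without 6 hpi replicate 3. It was 56 and 29 without 0 h replicate 2, and 121 and 57 without 0 h replicate 3. Of all tested lncRNAs, 16.6% had 3 values at 6 hpi that did not overlap the 3 at 0 h. Chance gives 10% in a set not chosen by time point. The count of 118 was 178 without 0 h replicate 3 and 59 without 0 h replicates 1 and 2 together. With a pseudocount of 1 in place of 0.1, the fold changes of STRIP2-OT1 (−0.93), TCONS_00017073 (−0.78), TCONS_00014837 (−0.76, and −2.08 without 0 h replicates 1 and 2 together), TMEM168-OT1 (0.89) and ENSBTAT00000080391 (0.69) no longer met the thresholds. Summed over all lncRNA transcripts of the gene, STRIP2-OT1 (−0.61) did not meet them either and TCONS_00096946 turned to −0.12.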

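At 12 hpi, HOXB3-OT1 (chromosome 19, 37887710 to 37918634), a lncRNA that overlaps the homeobox gene HOXB3, was higher than at 0 h. Its FPKM was 4.34 ± 1.35 (SD, n = 3) at 0 h, 7.01 ± 0.984 at 6 hpi and 12.8 ± 0.824 at 12 hpi, and the log2 fold change between 12 hpi and 0 h was 1.58 (standard error 0.24, adjusted p = 0.0922 from limma). LINC177, at 4.70 ± 1.75 FPKM (SD, n = 3), was higher by a log2 fold change of 2.72, and ENSBTAT00000080391 by 3.01, both with the same adjusted p. An antisense lncRNA on chromosome 23, TCONS_00085396, had a log2 fold change of 1.65. ENSBTAT00000083638 was lower at 12 hpi too, at 2.37 ± 0.473 FPKM (SD, n = 3) and a log2 fold change of −1.38 (standard error 0.23). LINC1289 (−1.82) and TCONS_00068019 (−1.70) were also lower. MGAT5B-OT1, which overlaps the gene of a glycosyltransferase, had 0.984, 0.519 and 0.573 FPKM in the 0 h libraries and was listed at 0 in all 3 libraries of 12 hpi. The adjusted p of MGAT5B-OT1, LINC1289, TCONS_00068019 and TCONS_00085396 was 0.111.

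At the paper's thresholds 124 lncRNAs were higher and 63 lower. With the log2 values centred on the median of each library the split was 85 and 90, and with quantile normalization it was 87 and 93. Without 0 h replicate 1 it was 110 and 39. The median log2 fold change of all tested lncRNAs was 0.11. Values that did not overlap between the groups were found for 22.6% of the tested lncRNAs, against the 10% that chance gives in a set not chosen by time point. The count of 187 was 93 without 0 h replicates 1 and 2 together. Summed over all lncRNA transcripts of the gene, LINC177 (0.82) and LINC1289 (−0.88) did not meet the thresholds and TCONS_00068019 turned to 0.02. With a pseudocount of 1, ENSBTAT00000080391 (0.91), TCONS_00085396 (0.97), LINC1289 (−0.93), TCONS_00068019 (−0.97) and MGAT5B-OT1 (−0.75) did not meet them. In that fit LINC1289 lost them by its fold change, while its adjusted p from limma was 0.0492.

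**Figure D1:**
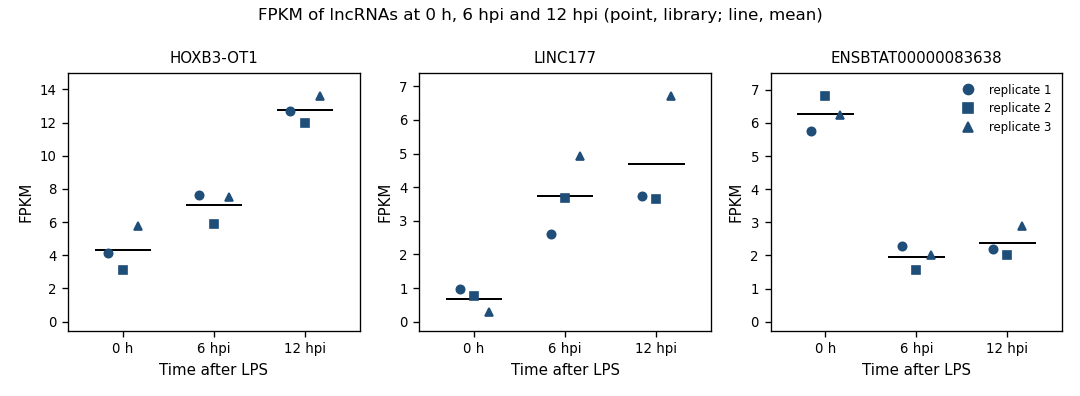
FPKM of HOXB3-OT1, LINC177 and ENSBTAT00000083638 by time after LPS (horizontal axis), with a point for each library and a line at the mean of the 3 libraries. HOXB3-OT1 was at 3.11 to 5.79 FPKM at 0 h and at 12 to 13.6 at 12 hpi, and ENSBTAT00000083638 was at 5.77 to 6.83 FPKM at 0 h and at 2 to 2.9 at 12 hpi.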

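LncRNAs can act on genes near which they are transcribed. Only lncRNAs whose host gene has a symbol could be placed near such genes, which leaves out the antisense and intergenic ones and those with a host named by an Ensembl identifier, TCONS_00139850 among them. Of 11 gene lists fixed beforehand, 8 had at least 5 tested lncRNAs whose host gene, or a gene within 100 kb of it, was on the list. The lists of TLR4 and NF-kB signalling, interferon response, and cell cycle and p53 had 5 tested lncRNAs each, and 0 of them met the paper's thresholds at 6 or 12 hpi against 0 h. Among 10 lncRNAs of the MAPK list, PLXNB2-OT1 (log2 fold change 1.27) and PPP6R2-OT1 (3.44), both near the kinase genes MAPK11 and MAPK12, were higher at 12 hpi, 0 were lower and 8 did not pass. Adjusted over the list alone, 2 MAPK lncRNAs passed at 12 hpi, and over all tested lncRNAs 0 did.

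KHSRP-OT1, the 1 member of 6 tested in the cytokine list to meet the thresholds, was lower at 6 hpi (−1.08). It lies near the TNF family ligand gene TNFSF9. RNF5-OT3, near the receptor gene NOTCH4, was the 1 of 9 tested in the Notch list to meet them, and was higher at 6 hpi (3.20), with 1.40, 0.724 and 0.623 FPKM against 0, 0 and 0.014 at 0 h. RUNX1 is a transcription factor of blood and mammary luminal cells. In the list of mammary epithelial markers, with 9 tested, RUNX1-OT3 was higher and RUNX1-OT2 lower at 6 hpi (3.06 and −2.58), and RUNX1-OT4 was higher at 12 hpi (1.07). Adjusted over the list alone, the RUNX1-OT2 and RUNX1-OT3 pair made 2 at 6 hpi and RNF5-OT3 made 1. Of the 2 lncRNAs at marker genes of fibroblasts and mesenchyme, SPATA2-OT1, near SNAI1, was lower at 12 hpi (−1.26). The 2 at leukocyte markers and the 7 of the PI3K-Akt and mTOR list did not meet the thresholds against 0 h, those of the Notch and cytokine lists counted 0 at 12 hpi, and of the lncRNAs that could be placed 0 lay at genes of MHC and antigen presentation.

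No list passed an adjusted p under 0.05 as a set (camera with a preset correlation of 0.01, smallest adjusted p = 0.86 at 6 hpi and 0.968 at 12 hpi). With an estimated correlation, the smallest adjusted p was 0.901 and 0.969. Some calls were lost when 1 library was left out. Where the fold change given stayed beyond 1 in absolute value, the call was lost by p, in a fit with fewer libraries. Without 0 h replicate 2, KHSRP-OT1 (−0.82), RUNX1-OT4 (0.88) and SPATA2-OT1 (−0.99) did not meet the thresholds. Nor did KHSRP-OT1 without 6 hpi replicate 2 (−0.77), RUNX1-OT4 without 12 hpi replicate 1 (0.92) or 2 (0.94), and SPATA2-OT1 without 0 h replicate 3 (−1.10) or 12 hpi replicate 1 (−1.17) or 2 (−1.02). Without 0 h replicates 1 and 2 together, PLXNB2-OT1 (0.67), PPP6R2-OT1 (1.24), RUNX1-OT2 (−1.36), RUNX1-OT3 (0.54), RUNX1-OT4 (0.61) and KHSRP-OT1 (−0.82) did not meet them. With a pseudocount of 1, RNF5-OT3 (0.91), PLXNB2-OT1 (0.91), RUNX1-OT2 (−0.84), RUNX1-OT4 (0.58), KHSRP-OT1 (−0.53) and SPATA2-OT1 (−0.46) did not meet them, and RUNX1-OT4 was at 0.93 both with centred values and with quantile normalization. Summed over RUNX1 the fold changes were 0.23 at 6 hpi and 0.20 at 12 hpi, and PPP6R2-OT1 had 0.40 when summed over its gene.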

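Between 6 and 12 hpi, a pair of overlapping transcripts of RUNX1 differed in opposite directions. RUNX1-OT2 (chromosome 1, 147184463 to 147244722) had 0, 0 and 0.393 FPKM at 6 hpi and 1.71, 3.27 and 2.07 at 12 hpi, a log2 fold change of 3.80 (standard error 0.72, adjusted p = 0.332 from limma, the smallest of this comparison). RUNX1-OT3, which ends at 147244730, had 3.14, 2.06 and 1.94 FPKM at 6 hpi and 0, 0 and 0.0405 at 12 hpi. Summed over the gene, the log2 fold change was −0.03. STRIP2-OT1 (2.82) and the intergenic LINC624 (1.03) were higher at 12 hpi, and the intergenic LINC518 was lower (−1.01). AQP9-OT1, which overlaps the gene of a water and glycerol channel, was listed at 0 in all 3 libraries of 6 hpi and had 2.16, 0.929 and 1.85 FPKM at 12 hpi. MGAT5B-OT1, at 0.904, 0.868 and 0.261 FPKM at 6 hpi, and TCONS_00042399, at 1.24, 2.88 and 0.707 FPKM, were listed at 0 in all libraries of 12 hpi.

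Of the lists fixed beforehand, the Notch list held SPTBN4-OT3 (3.28), near NUMBL, and RNF5-OT3 (−2.02), the cytokine list KHSRP-OT1 (1.00), the PI3K-Akt and mTOR list CFAP91-OT1 (−1.36), near the kinase gene GSK3B, and the fibroblast list SPATA2-OT1 (−1.36). Adjusted over the list alone, 2 RUNX1 transcripts of the epithelial list and 1 lncRNA of the fibroblast list passed, and over all tested lncRNAs 0 did. The smallest p of a set was that of the MAPK list (camera, p = 0.0865, adjusted p = 0.682, and p = 0.124 with an estimated correlation), in which 0 of 10 lncRNAs met the paper's thresholds. Those of the interferon, TLR4 and NF-kB, cell cycle and p53, and leukocyte lists counted 0 as well.

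At the paper's thresholds 68 lncRNAs were higher and 37 lower at 12 hpi than at 6 hpi. With values centred on the median of each library the split was 53 and 47, and with quantile normalization 52 and 53. Of the tested lncRNAs, 15.1% had values that did not overlap, where chance gives 10% in a set not chosen by time point. Without 12 hpi replicate 1 the fold changes of LINC624 (0.91) and LINC518 (−0.98) no longer met the thresholds, nor did they without 6 hpi replicate 3 (0.99 and −0.97), and LINC624 was at 0.96 without 6 hpi replicate 2. With values centred on the library medians LINC624 was at 0.95, and with a pseudocount of 1 STRIP2-OT1 (0.89), MGAT5B-OT1 (−0.72), LINC624 (0.88) and LINC518 (−0.59) did not meet the thresholds, nor did STRIP2-OT1 when summed over its gene (0.60).

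Members of the lists lost their calls too. Where the fold change given stayed beyond 1 in absolute value, the call was lost by p, in a fit with fewer libraries. With a pseudocount of 1 these were KHSRP-OT1 (0.48, and 0.92 with centred values), SPATA2-OT1 (−0.48), RNF5-OT3 (−0.72) and CFAP91-OT1 (−0.47), and SPTBN4-OT3 was at 0.39 when summed over its gene. Without 6 hpi replicate 1 these were RNF5-OT3 (−1.71) and SPTBN4-OT3 (2.44), and without 6 hpi replicate 2 they were KHSRP-OT1 (0.69), SPATA2-OT1 (−1.21), CFAP91-OT1 (−1.29) and RNF5-OT3 (−2.14). Without 6 hpi replicate 3 they were SPATA2-OT1 (−1.33), CFAP91-OT1 (−1.22) and SPTBN4-OT3 (2.44). Without 12 hpi replicate 1 they were SPATA2-OT1 (−1.27), CFAP91-OT1 (−0.93) and SPTBN4-OT3 (3.06). Without 12 hpi replicate 2 they were KHSRP-OT1 (0.87) and SPATA2-OT1 (−1.12), and without 12 hpi replicate 3 CFAP91-OT1 (−1.37) and SPTBN4-OT3 (2.99).

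**Figure D2:**
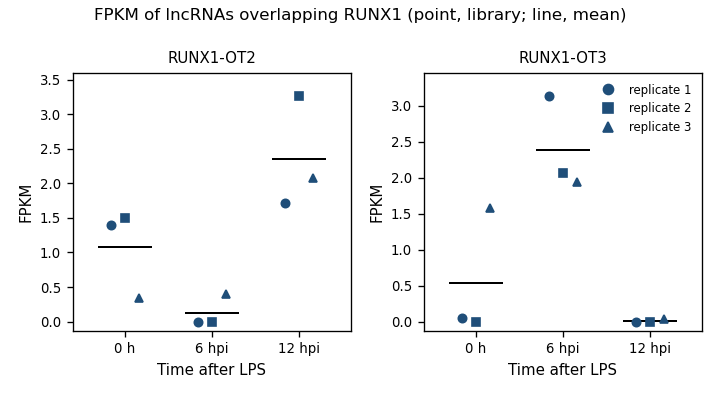
FPKM of RUNX1-OT2 and RUNX1-OT3 by time after LPS (horizontal axis), with a point for each library and a line at the mean of the 3 libraries. The library values add up to 1.45, 1.50 and 1.91 FPKM at 0 h, 3.14, 2.06 and 2.33 at 6 hpi, and 1.71, 3.27 and 2.11 at 12 hpi.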

Compared with the 6 hpi group, 32 up- and 25 down-regulated DElncRNAs were observed in the 12 hpi group (Supplementary Table 4; Figure 3C). Moreover, among the 3 groups, a total of 17, 23 and 31 specific DElncRNAs were observed in 6 vs. 0 hpi, 12 vs. 0 hpi, and 12 vs. 6 hpi groups by Venn diagram analyses, respectively (Figure 4). It is worth noting that lncRNA TCONS_00039271 was highly expressed and significantly down-regulated (${\text{log}}_{2}^{\left(\text{FoldChange}\right)}$ = −1.9) at 12 hpi relative to 0 h. 

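At the paper's thresholds, 46 lncRNAs were called only between 6 hpi and 0 h, 103 only between 12 hpi and 0 h and 45 only between 12 and 6 hpi. ENSBTAT00000083638 (lower) and ENSBTAT00000080391 (higher) were called against 0 h at both 6 and 12 hpi, as were 48 lncRNAs in all, each in the same direction. STRIP2-OT1 belonged to the 24 lncRNAs called between 6 hpi and 0 h and between 12 and 6 hpi, and all of these differed in opposite directions in the 2 comparisons (0 in the same). MGAT5B-OT1 was 1 of 36 called between 12 hpi and both other time points, all in the same direction. In all 3 comparisons 0 lncRNAs were called. The comparisons come from 1 fit, with the same standard error for a lncRNA in each. A lncRNA called in 2 comparisons with any other combination of directions would have been called in all 3. The directions given here were thus fixed by that count of 0.

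Comparisons that share libraries overlap even with no change. In 100 simulations with the spread of these libraries and no change, the overlaps averaged 16.9, 16.2 and 16.9, with highest values of 31, 27 and 26. These are not like for like with 48, 24 and 36, because lists without change are shorter and shorter lists overlap less. A simulation without change gave lists of 77, 67 and 65, against 118, 187 and 105 here. For the fold changes of all tested lncRNAs, the correlation between both comparisons with 0 h was 0.544, and 0.5 in the simulations. That a lncRNA is called in only 1 comparison does not show that its change differed between them, and that difference was not tested for each lncRNA. The count of 46 was 28 without 0 h replicate 2, and without 0 h replicates 1 and 2 together the counts of 46 and 103 were 15 and 36.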

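TCONS_00039271 lies on chromosome 15 from 38367178 to 38397239, antisense to ENSBTAG00000011905. It was lower at 12 hpi than at 0 h in every library. The FPKM was 43.1, 44.6 and 24 in the 0 h libraries (37.3 ± 11.5, SD, n = 3) and 9.48, 10.2 and 12.7 at 12 hpi (10.8 ± 1.69, SD, n = 3). The log2 fold change was −1.74 (standard error 0.26, adjusted p = 0.0922 from limma), and of all tested lncRNAs it ranked 1 by p. An exact permutation test of the FPKM gave p = 0.1, the smallest that 3 libraries against 3 allow. By mean FPKM over the 9 libraries it ranked 29 of the 2257 lncRNAs. With each library left out in turn, the log2 fold change lay between −2.03 and −1.58, and without 0 h replicates 1 and 2 together it was −1.16.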

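TCONS_00139850 is an assembled lncRNA on chromosome 7 from 17846885 to 17960439, antisense to ENSBTAG00000009752. Its FPKM was listed at 0 in all 3 libraries of 0 h, and was 1.39, 3.19 and 1.34 at 12 hpi. At 6 hpi it was listed at 0 in replicates 1 and 2 and at 0.390 in replicate 3. Higher values at 12 hpi than at 0 h met the paper's thresholds (adjusted p = 0.111 from limma, and exact permutation p = 0.1). The paper's own test gave this lncRNA an unadjusted p of 1.26e-11. With the 0 h group at 0 no fold change is given here. The mean over the 9 libraries ranked 1100 of the 2257 lncRNAs.

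Other transcripts of the same gene were present at all time points. ENSBTAG00000009752-AS10 had 0.501, 0.581 and 1.49 FPKM at 0 h and 1.39, 1.05 and 1.71 at 12 hpi. Summed over the 5 lncRNA transcripts of the gene, FPKM was 4.22, 2.03 and 2.81 at 0 h, 1.34, 2.69 and 2.21 at 6 hpi, and 4.86, 6.15 and 4.34 at 12 hpi. The sum differed between 12 hpi and 0 h by a log2 fold change of 0.79 and did not meet the thresholds.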

Meanwhile, lncRNA TCONS_00139850 was not detected in the 0 h and 6 hpi group and was significantly up-regulated (${\text{log}}_{2}^{\left(\text{FoldChange}\right)}$ = 15.94) in the 0 h and 12 hpi group. The results indicated that these DElncRNA may play an important role in the regulation of the inflammatory response following LPS treatment of bMECs.

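Many DElncRNAs shared their gene with other lncRNA transcripts, as did 723 of all 2257 lncRNAs. Of the lncRNAs at the paper's thresholds, 59 of 187 between 12 hpi and 0 h, 46 of 118 between 6 hpi and 0 h and 41 of 105 between 12 and 6 hpi were of this kind. HOXB3-OT1, at its own gene alone, and TCONS_00039271 were not among them. When the FPKM of the transcripts of each gene were summed, the gene met the thresholds in the same direction for 16, 6 and 5 of these lncRNAs. Their median absolute log2 fold changes of 1.70, 1.88 and 1.98 compare with 0.54, 0.33 and 0.39 for the gene in the same direction. Part of this gap arises by construction, since the transcripts were picked for large changes and the others in the sum were not. The paper proposes that its DElncRNAs may have a role in how bMECs regulate inflammation after LPS.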

**Figure 3:**
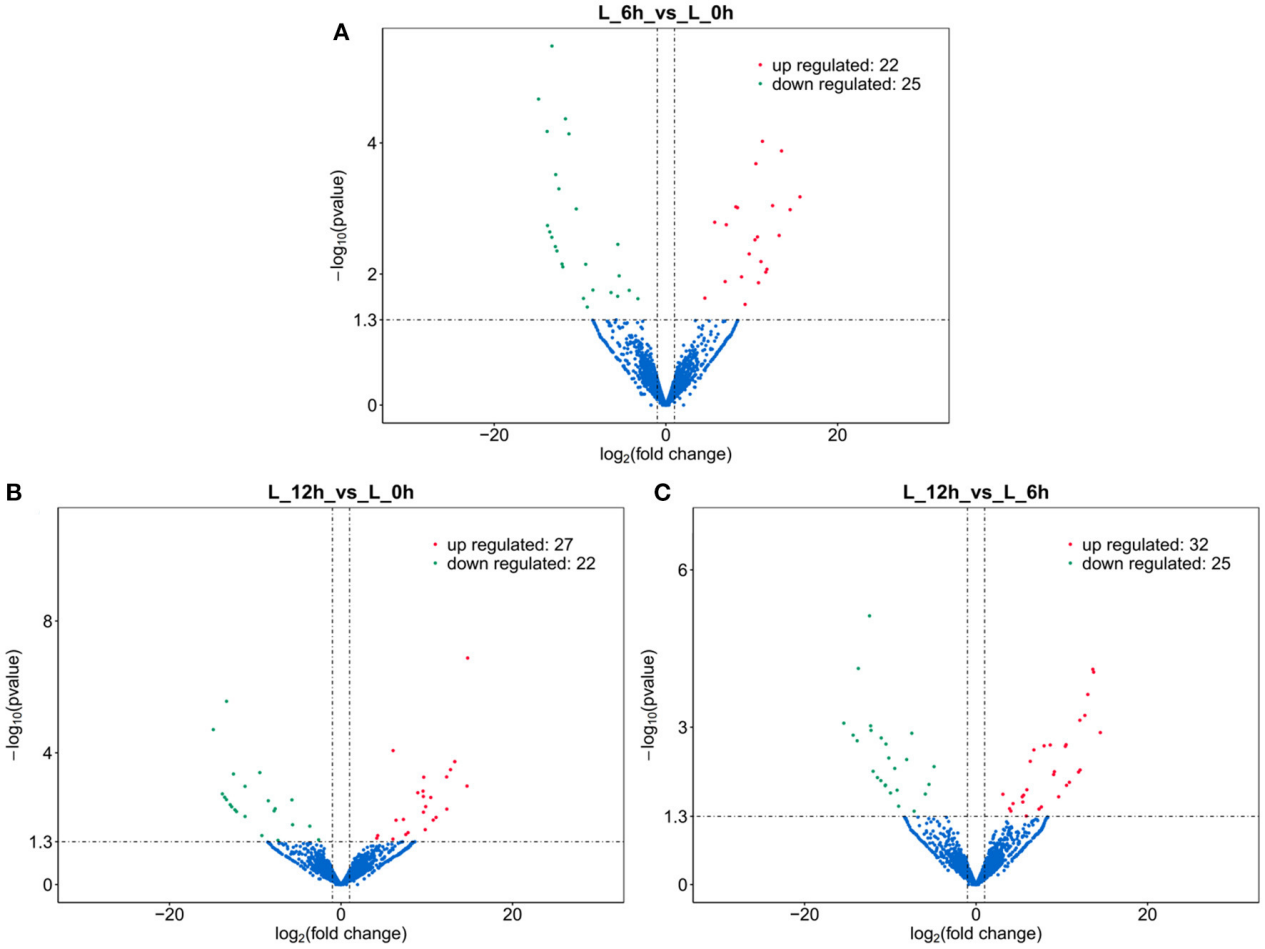
Volcano plot of DElncRNA. **(A)** 6 hpi vs. 0 h. **(B)** 12 hpi vs. 0 h. **(C)** 12 hpi vs. 6 hpi.

**Figure 4:**
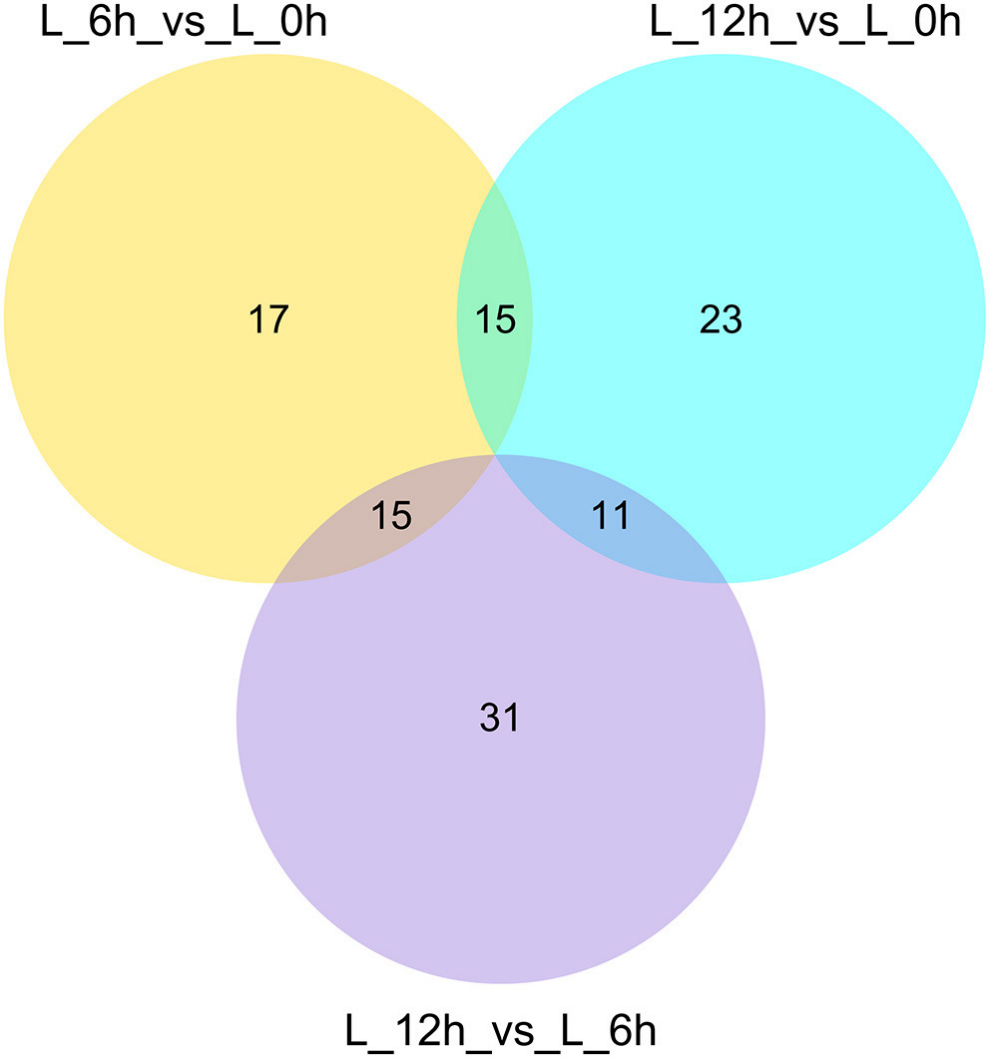
Venn diagrams of DElncRNAs in response to different treatments.

### Validation of RNA-Seq Results by qRT-PCR

To verify the accuracy and reliability of the RNA-seq data, a total of 10 DElncRNAs were randomly selected for expression level analysis by qRT-PCR. 

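Of the 10 lncRNAs chosen for qRT-PCR, 8 were abundant enough to be tested in the sequencing data, and all 8 met the paper's thresholds. The study picked them as DElncRNAs of these same libraries, so their directions are not independent evidence. TCONS_00074358 (log2 fold change −2.92, 6 hpi against 0 h), TCONS_00012642 (−3.17, 12 hpi against 0 h) and RUNX1-OT3, which is TCONS_00007664 (−4.44, 12 against 6 hpi), were lower at the later time point. TCONS_00158650 (3.05) and TCONS_00098403 (3.12) were higher at 12 than at 6 hpi. ENSBTAT00000079931 was listed at 0 in all 0 h libraries and had 1.75, 0 and 2.83 FPKM at 12 hpi. The adjusted p from limma was 0.509 for TCONS_00074358, 0.23 for TCONS_00012642, 0.267 for ENSBTAT00000079931, and 0.332 to 0.462 for the lncRNAs compared between 12 and 6 hpi.

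TCONS_00157698 and TCONS_00150863 were below the limit for testing. TCONS_00157698 was listed at 0 in all 0 h libraries and at 0.0449, 3.87 and 1.28 FPKM at 12 hpi, and TCONS_00150863 had 0.167, 2.77 and 0.0236 FPKM at 0 h and at most 0.00422 at 12 hpi. Without 0 h replicate 2 the fold change of TCONS_00074358 was −2.19, and it did not meet the thresholds without 0 h replicate 1 (−2.56), 6 hpi replicate 1 (−2.77) or 6 hpi replicate 2 (−2.77) either, and it was −0.74 without 0 h replicates 1 and 2 together and −2.73 with quantile normalization. TCONS_00012642 did not meet them without 0 h replicates 1 and 2 together (−3.03) or with a pseudocount of 1 (−0.92). ENSBTAT00000079931 did not meet them without 12 hpi replicate 1 or 3, and summed over their genes TCONS_00074358 (−0.25), TCONS_00012642 (−0.38), TCONS_00158650 (0.71), RUNX1-OT3 (−0.03), TCONS_00139850 (0.79) and ENSBTAT00000079931 (−0.29) did not. The qRT-PCR values were not analysed here.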

Comparing the qRT-PCR results with the RNA-seq results, as shown in Figure 5, the data obtained by the two methods yielded similar patterns, indicating that the screened DElncRNAs based on RNA-seq were reliable.

**Figure 5:**
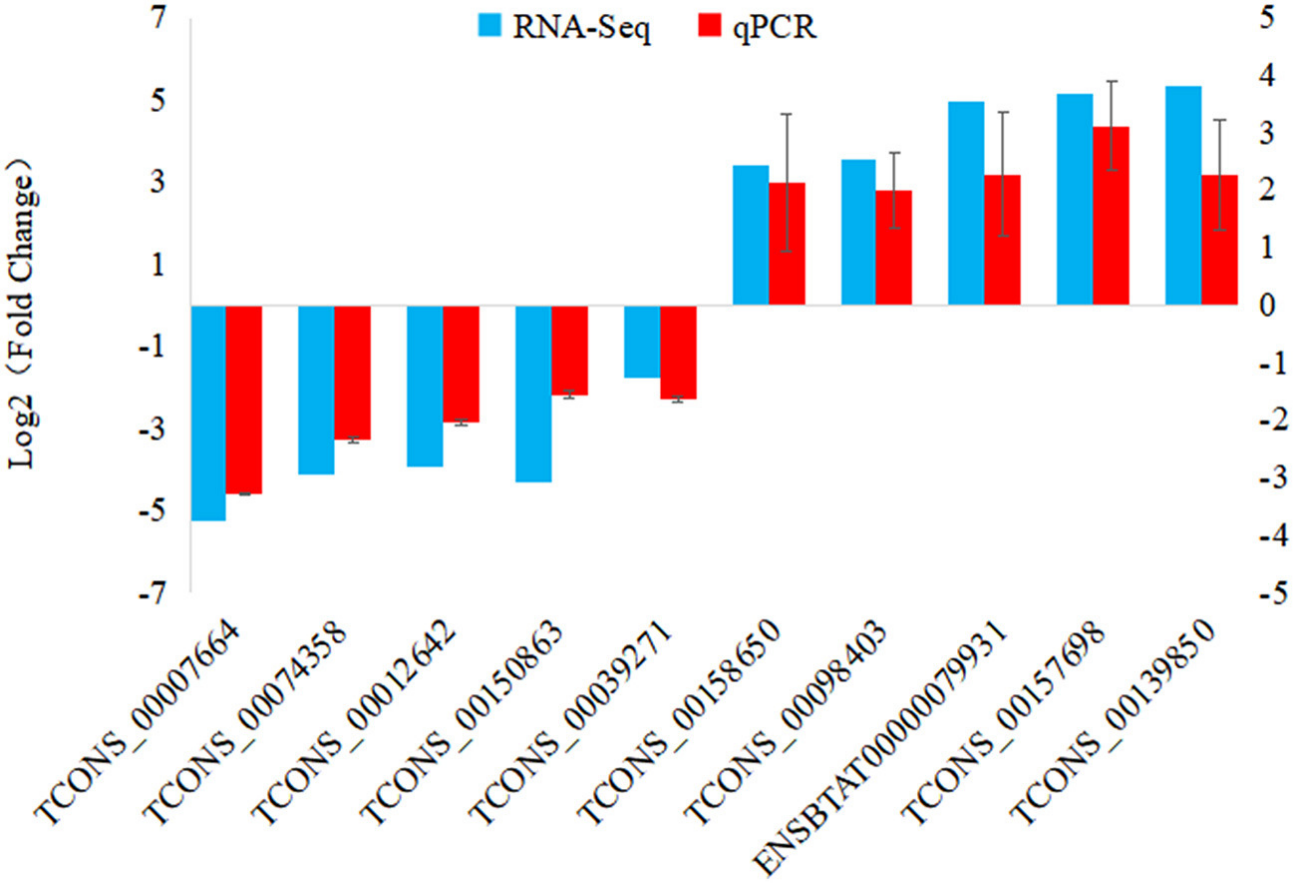
qRT-PCR validation of DElncRNAs. 10 DElncRNAs were used for qRT-PCR validation, with TCONS_00074358 from 6 hpi VS. 0 h comparison; TCONS_00012642, TCONS_00150863, TCONS_00039271, ENSBTAT00000079931, TCONS_00157698 and TCONS_00139850 from 12 hpi VS. 0 h comparison; TCONS_00007664, TCONS_00158650 and TCONS_00098403 from 12 hpi VS. 6 hpi comparison.

### Target Gene Prediction and Functional Analysis of DElncRNAs

To further investigate the physiological and molecular functions of DElncRNAs on inflammatory reactions in bMECs, or more generally, the pathogenesis of bovine mastitis, possible target genes of DElncRNAs were predicted via co-location and co-expression methods (27, 28). The prediction results of target genes showed that 112 DElncRNAs may have 1,042 target genes. The results of GO enrichment showed that these target genes were involved in the regulation of various biological processes such as inflammatory response, immune response, stress response and regulation of cytokine production (Figure 6). Hence, it can be speculated that these DElncRNAs may participate in the inflammatory response by regulating their target genes during LPS-induced inflammatory response of bMECs.

**Figure 6:**
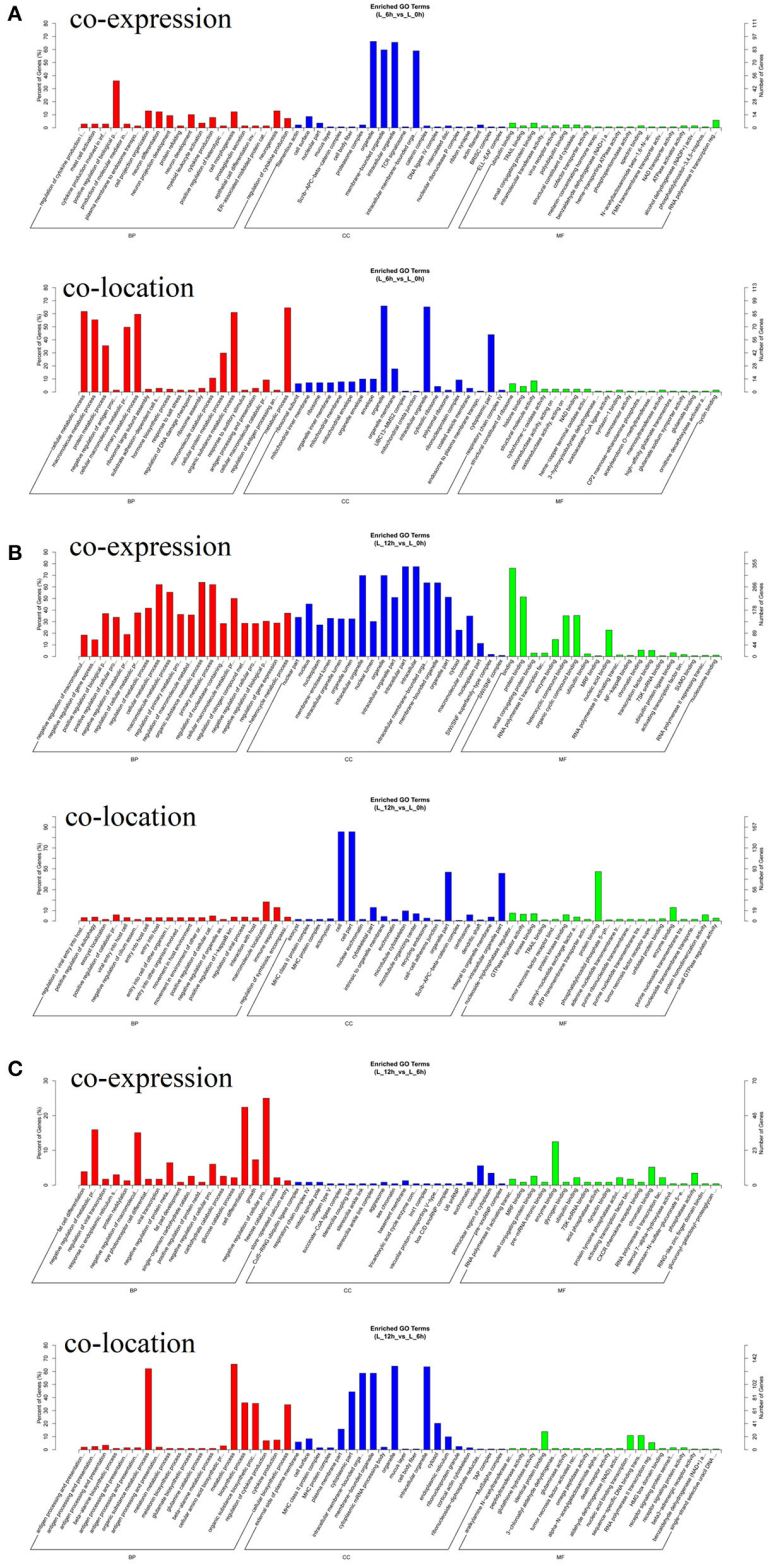
GO enrichment analysis of target genes for DElncRNA. **(A)** Functional enrichment analysis of DElncRNAs at 6 hpi compared to 0 h. **(B)** Functional enrichment analysis of DElncRNAs at 12 hpi compared to 0 h. **(C)** Functional enrichment analysis of DElncRNAs at 12 hpi compared to 6 hpi.

It is worth noting that TCONS_00039271 and TCONS_00139850 were stably down- and up-regulated, respectively. 

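At 6 hpi, TCONS_00039271 lay between its levels at 0 h and 12 hpi, and TCONS_00139850 was still at or near 0. TCONS_00039271 had 28.5, 20.7 and 22.3 FPKM at 6 hpi (23.8 ± 4.12, SD, n = 3), which overlap the lowest library of 0 h. The log2 fold change between 6 hpi and 0 h was −0.60 (adjusted p = 0.509 from limma, exact permutation p = 0.2) and did not meet the paper's thresholds. Between 12 and 6 hpi it was −1.14 (standard error 0.26, adjusted p = 0.344 from limma, exact permutation p = 0.1) and met them. TCONS_00139850 did not meet the thresholds between 6 hpi and 0 h (adjusted p = 0.764 from limma, exact permutation p = 1). It was higher at 12 than at 6 hpi, with a log2 fold change of 3.50 (standard error 0.80, adjusted p = 0.344 from limma). With 6 hpi replicates 1 and 2 listed at 0, the size of that fold change depends on the pseudocount of 0.1.

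**Figure D3:**
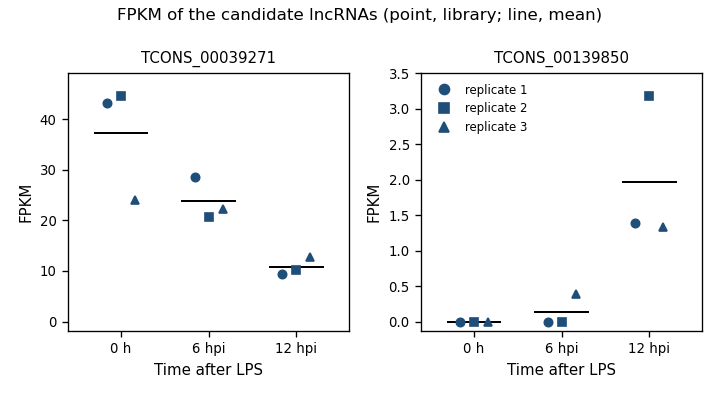
FPKM of TCONS_00039271 and TCONS_00139850 by time after LPS (horizontal axis), with a point for each library and a line at the mean of the 3 libraries. TCONS_00039271 has means of 37.3 FPKM at 0 h and 10.8 at 12 hpi, and TCONS_00139850 is above 1 FPKM in the 3 libraries of 12 hpi only.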

Constructing the network between lncRNAs and target genes indicated that each DElncRNA possibly targets approximately14 genes (such as *NOTCH2, TNFSF14, CDC42, GNG2, RHEB* and *ITGA5*) (Figure 7; Supplementary Table 5). 

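Both lncRNAs lie antisense to genes of signalling proteins. Supplementary Table 5 of the paper places TCONS_00039271 antisense to RRAS2, which encodes a GTPase of the Ras family, and TCONS_00139850 antisense to CD70, which encodes a ligand of the TNF family. The same table lists TNFSF14, TNFSF9 and the complement gene C3 downstream of TCONS_00139850. KHSRP-OT1 lies on the same chromosome as TCONS_00139850, from 18035388 to 18041335, and was measured at 1.23 ± 0.453 FPKM at 0 h, 0.537 ± 0.222 at 6 hpi and 1.13 ± 0.201 at 12 hpi (SD, n = 3). KHSRP is an RNA-binding protein that promotes the decay of cytokine mRNAs. The mRNA levels of NOTCH2, TNFSF14, CDC42, GNG2, RHEB and ITGA5, and their correlations with both lncRNAs, were not analysed here.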

Previous studies have shown that these target genes involved in inflammatory pathways including the Notch (30), NF-κB (31). MAPK (32), chemokine (33), mTOR (34) and PI3K-Akt signaling pathways (34, 35). In addition, Li et al. (30) and Zhao et al. (36) respectively reported that lncRNA DLEU2 and lncRNA LINC01410 can elevate the expression of *NOTCH2* to stimulate Notch signaling pathway, thereby boosting cell proliferation and hindering cell apoptosis. Taken together, the data suggest that lncRNA TCONS_00139850 and TCONS_00039271 might play a role in regulating the inflammatory response of bMECs via their target genes (Figure 7; Supplementary Table 5). As such, these lncRNAs and their target genes will be the focus of future research on the molecular mechanism of mammary inflammation-related lncRNAs.

**Figure 7:**
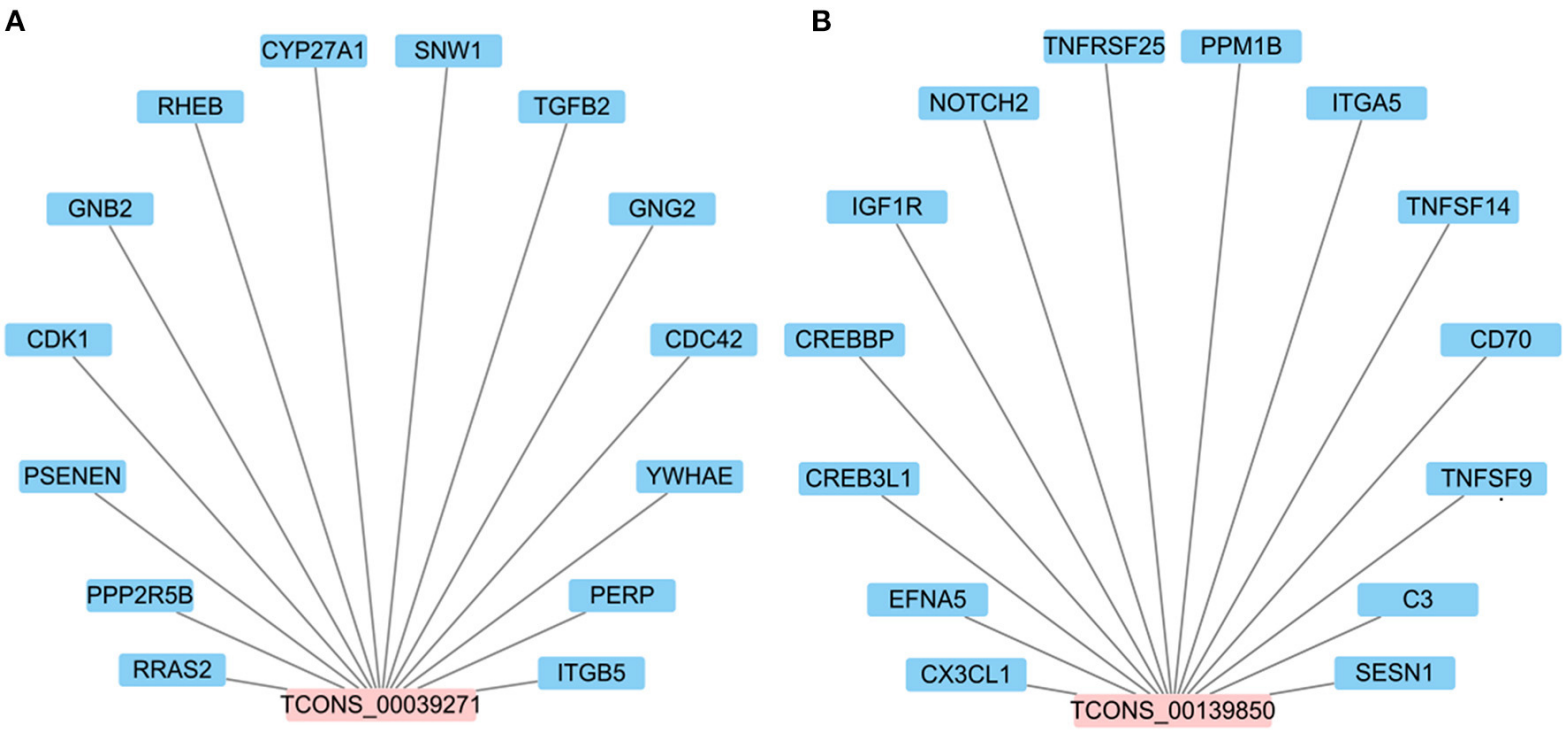
The interaction network between candidate DElncRNAs. **(A)** The potential target genes of lncRNA TCONS_00039271. **(B)** The potential target genes of lncRNA TCONS_00139850.

## Discussion

Cow mastitis is an inflammatory disease of mammary tissue. Often, it is caused by the invasion and proliferation of pathogenic microorganisms, physical damage, chemical stimulation and the cow's immune response (1, 2, 37). However, among these causes, *E. coli* is the most common culprit (38, 39). When *E. coli* successfully penetrate the mammary gland through the physical barrier of the teat end, it causes an inflammatory response in the mammary gland (38, 40). This colonization leads to rapid changes in the expression levels of immune-related genes, resulting in the inflammatory process (41, 42). In addition, it has been reported that lncRNAs play an important role in pathogen-induced acute and chronic inflammation by regulating the expression of specific genes (43). Therefore, it is extremely necessary to study the DElncRNAs in bovine inflammatory or disease states.

In the past decade, based on the rapid development of high-throughput sequencing technology, an increasing number of studies have reported that lncRNAs are widely present in eukaryotes, especially mammals, and that lncRNAs play an important role in the pathogenesis of many diseases such as cancer and immunodeficiency (44–46). In recent years, a large number of animal and human DElncRNAs have been screened for their possible regulatory functions (47, 48). However, as far as bovine mastitis is concerned, few studies have examined the role of DElncRNAs in bovine mastitis using RNA-seq (16, 18). For example, Wang et al. (16) found 53 DElncRNAs in *E. coli* and *S. aureus*-treated MAC-T cells after 24 h. Wang et al. (18) also identified 21 DElncRNAs from *S. aureus*-treated bMECs after just 2 h. Based on previous reports (7, 14, 16, 42), the expression of lncRNAs in the inflammatory response of bMECs are not always consistent. The reason may be that the process of cow mastitis is a complex process and the changes in expression of many genes, including lncRNA, may be related to the duration of infection. Therefore, RNA-seq was used here to detect the differential expression of lncRNA in bMECs induced by LPS to clarify the role of lncRNA in the process of bovine mastitis. A total of 2,257 lncRNAs and 112 DElncRNAs were observed in bMECs exposed to LPS at 0, 6 and 12 h. By comparing the results of this experiment with the existing literature (16), differences in the type and expression levels of lncRNAs at different times of induction were observed. Thus, it is likely that lncRNAs are involved in the regulation of inflammation and potentially the process of bovine mammary gland inflammation.

To elucidate the potential functions of DElncRNAs, target gene prediction and GO functional enrichment analysis of DElncRNAs revealed that 112 DElncRNAs in LPS-induced bMECs might regulate the expression of 1,042 target genes belonging to several significant signaling pathways. Some such pathways include NF-κB, AMPK, PI3K-Akt, mTOR and MAPK, which participate in the regulation of cytokine production, inflammatory responses and immune responses (31, 32, 34, 35, 49, 50). At the same time, previous studies have shown that the above signaling pathways are closely related to the occurrence, development, and regulation of mastitis (7, 51–53). Additionally, LPS can activate TLR4 and initiate the innate immune and inflammatory response through the activation of NF-κB and MAPK in mammary epithelial cells (54, 55), which induce the expression of pro-inflammatory cytokines IL-6 and TNF-α (56). Liu et al. (57) showed that lncRNA RP11-490M8.1 could reduce LPS-induced pyroptosis via TLR4/NF-κB signaling pathway. Furthermore, Zhao et al. (58) found that lncRNA UCA1 could accelerate cell viability, block apoptosis and function as competitive endogenous RNA (ceRNA) to target TLR4 by sponging miR-499b-5p, thereby alleviating the LPS-challenged cell damage. Based on above results, it was speculated that these DElncRNAs are likely involved in regulating the process of bovine mastitis via their immune-related target genes (7, 59–62).

Based on the data presented here in combination with the literature discussed above, it is clear that further examination of the lncRNA expression profile in mastitis models is needed to clarify molecular mechanisms in regulating the inflammatory process. Unfortunately, there are few reports investigating the role of lncRNAs in the pathogenesis of bovine mastitis. So far, only four lncRNAs, including XIST (7), LRRC75A-AS1 (14), TUB (16) and H19 (42), have been studied. It was reported that lncRNA XIST can significantly inhibit *E. coli* or *S. aureus*-induced inflammatory responses in bMECs through the NF-κB/NLRP3 inflammasome pathway (7). It was observed here that changes in expression of lncRNA TCONS_00039271 and TCONS_00139850 at 0 vs. 12 hpi group were opposite. In order to explore their potential functions, target genes predicted via co-location and co-expression showed that lncRNA TCONS_00039271 might regulate *TGFB2* and *CDC42* (Supplementary Table 5). In mammals, *TGFB1* and *TGFB2* have highly homologous, which can activate the same downstream signaling pathways (63). Increasing studies have showed that *TGF?* can moderate immune and inflammatory responses in mammary gland development (63, 64). It has been reported that *TGFB2* is involved in regulating apoptosis and inflammatory responses in bMECs (65). Meanwhile, Yang et al. (66) showed that highly expressed lncRNA H19 in inflammatory MAC-T cells and bovine mammary tissue can mediate *TGFB2*-induced epithelial mesenchymal transition (EMT) occurance and extracellular matrix (ECM) protein excessive synthesis through the PI3K/AKT signaling pathway to aggravate inflammation. Moreover, the *CDC42* gene also plays an important role in the inflammatory response (67, 68). In addition, for lncRNA TCONS_00139850, a total of 14 potential target genes involved in immunity, such as *CX3CL1* and *NOTCH2* were identified (Supplementary Table 5). Previous studies have reported that *CX3CL1* (69) and *NOTCH2* (70) can participate in inflammatory responses as master regulators. Based on the results of the above analysis, it was concluded that lncRNA TCONS_00039271 and TCONS_00139850 might be involved in the inflammatory response of LPS-initiated mastitis.

In brief, high-throughput sequencing, in concert with previous studies (16), has shown that DElncRNAs might play a crucial role in the regulation of immune and inflammatory responses via regulating their target genes to involve in inflammation-related signaling pathways. Therefore, in-depth exploration and comprehensive studies of the molecular structure and regulatory processes of DElncRNAs will help to further reveal the differences in the development of bovine mastitis.

## Conclusion

Abundant lncRNAs were expressed in LPS-induced bMECs. A total of 112 DElncRNAs were identified following different lengths of exposure to LPS. These DElncRNAs might be involved in the regulation of immune and inflammation responses in *vivo* via several significant signaling pathways including NF-κB, AMPK, PI3K-Akt, mTOR and MAPK signaling pathways. In addition, lncRNA TCONS_00039271 and TCONS_00139850 were stably down- and up-regulated, respectively, and they might act as key regulators of cow mastitis caused by *E. coli*. This study lays a foundation for further research on the molecular regulation of bovine mastitis, and provides a reference for genetic traits desirable to breeding efforts in the control of mastitis in dairy cows.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: GEO DATABASE (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181658).

## Author Contributions

J-PW, X-PW, and Z-ML designed the experiments. J-PW and Q-CH completed the experiments. J-PW, X-PW, Z-ML, and JY analyzed the data. J-PW drafted the paper. J-PW, X-PW, Z-ML, YM, and D-WW revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This research was financially supported by the National Natural Science Foundation of China (Grant Nos. 32060749 and 32172709), Project of Ningxia Hui Autonomous Region Key Research and Development Program (Special Talent Introduction) (Grant No. 2019BEB04002), Scientific Research Project of Ningxia Higher Education Institutions (Grant No. NGY2020007), and Research Initiation Project of Talent Introduction of Ningxia University (Grant No. 030900002151).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

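RNA of MAC-T cells, a line of bovine mammary epithelial cells, was sequenced at 0 h and at 6 and 12 hpi with 50 ng/μL LPS, in 3 replicates at each of the 3 time points. According to the paper, ribosomal RNA was depleted, stranded libraries were sequenced on the Illumina PE150 platform, and clean reads were mapped to the bovine genome of Ensembl 97 with Hisat2. Transcripts were merged with Cuffmerge and kept as lncRNAs by exon number, length, FPKM above 0.5 and lack of coding potential. LncRNAs were quantified with StringTie, and groups were compared with Cuffdiff. The notes of the submitters name HISAT2, Cuffdiff 2.1.1, DESeq 1.10.1 and the genome ARS-UCD1.2. The samples were grouped by the time point in their titles, and the column of each library was matched to its sample by the name that both carry. The table deposited with 6 hpi replicate 3 holds the columns of all 9 libraries, and those of the other libraries are the same as in their own tables.

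The lncRNA values are FPKM, which by the paper's formula contain the division by transcript length and by mapped fragments. Whether the program that made them also scaled between libraries is not known. The depth of the lncRNA values is not given in the sources used here. The paper's Table 1 gives 39633453 to 71165495 mapped reads in a library. The circRNA values are TPM as deposited by the authors, junction reads of a circRNA scaled to the junction reads of all circRNAs of the library with no length in them, as far as the values show. In each library they are whole multiples, within 0.05 for 100% of the values above 0, of a step that stands for 1 junction read, and the smallest value listed is 2 steps. Between 2305 and 15314 circRNA reads are listed in a library. These reads were used to describe the libraries and to thin them to 2305 reads each, and the comparisons between time points were made on TPM. The circRNA caller is not given in the sources used here.

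The tests used R 4.3.3 with limma 3.58.1 and statmod 1.5.0. LncRNAs with FPKM above 0.5 in at least 3 of 9 libraries were kept, whatever the group of the libraries, and log2(FPKM + 0.1) was fitted with all 9 libraries and a trend in the empirical Bayes step. The deposited set itself was not blind to group, since all 2257 lncRNAs had a mean FPKM of at least 0.5 at 1 or more time points. The comparisons were 6 hpi against 0 h, 12 hpi against 0 h and 12 hpi against 6 hpi, each with Benjamini-Hochberg adjustment of its own. Besides the adjusted p, the thresholds of the paper were applied, an absolute log2 fold change above 1 and an unadjusted p under 0.05. CircRNAs above 0 in at least 3 libraries were tested in the same way on log2(TPM + 129.4), the smallest TPM above 0. Single values were compared by exact permutation of the libraries, for which 3 against 3 gives no p below 0.1, and counts of lncRNA types by Fisher's exact test. No batch is given in the labels, and replicate numbers do not pair the libraries, so no block was used. The fits were tested on simulated data with known changes.

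LncRNAs named in the text follow a rule set before the data were examined. They are those that the paper names, for each comparison those with the largest changes at the adjusted p or, in their place, up to 5 in each direction by unadjusted p among lncRNAs at the paper's thresholds whose groups do not overlap, the 5 with the highest mean FPKM, the strongest of Supplementary Tables 2 to 4, and members of the gene lists at the paper's thresholds. The values in the paper's tables had been seen when the rule was written. XIST, H19, LRRC75A-AS1 and TUB were also named in it and were not found by name among the lncRNAs.

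The 11 gene lists cover TLR4 and NF-kB, MAPK, PI3K-Akt and mTOR, and Notch signalling, cytokines, chemokines and complement, interferon response, MHC and antigen presentation, cell cycle and p53, mammary epithelial markers, and markers of fibroblasts and of leukocytes. A lncRNA was counted to a list when its host gene, or a gene annotated within 100 kb of the host gene, was on it. It had been planned to use genes within 100 kb of the lncRNA itself, but the annotation at hand is of another assembly, ARS-UCD2.0, than the coordinates of the lncRNAs, so the host gene was located by its symbol. Of 554 host symbols 552 were found, and 0 of 629 hosts named by an Ensembl identifier could be matched, so antisense and intergenic lncRNAs belong to no list. Lists with at least 5 tested lncRNAs were tested with camera at a preset correlation of 0.01 and with an estimated one.

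Alternatives set before the data were examined were pseudocounts of 0.05, 0.5 and 1, no filter, a filter on the mean of a time point, values centred on the library median, quantile normalization, a robust fit, a fit without trend, only the 6 libraries compared, replicate number as a block, each library left out in turn, 0 h replicates 1 and 2 left out together, FPKM summed per gene, other limits for detection, other scales for correlations, distributions without lncRNAs at 0, lists of overlapping genes only, and for circRNAs other pseudocounts and filters, a block, centred values and single libraries left out. Alternatives chosen after seeing the data were the log2 ratio of mean FPKM + 0.05 for the lncRNAs of the qRT-PCR figure, and the circRNA and list tests without 0 h replicates 1 and 2. The mRNA levels, the predicted target genes and the qRT-PCR values were not analysed here.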

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

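In this part, the tests chosen only after the result was seen are the ratio of circRNA reads to mapped reads, the count of lncRNAs that part the libraries, the count of circRNAs with at least 2 reads, and the circRNA test without 0 h replicates 1 and 2. CircRNAs are closed loops of RNA formed by back-splicing, and the paper does not report on them. The deposited values list 3763 circRNAs. Above 0 were 508 circRNAs in 0 h replicate 2, 641 in 0 h replicate 1 and 2020 in 0 h replicate 3, against 1100 to 1518 in the libraries of LPS-treated cells. As RPM of the mapped reads, circRNA reads were 49.1, 43.4 and 215 in 0 h replicates 1, 2 and 3, and 153 to 245 in the libraries of LPS-treated cells. As RPM of the raw reads, 0 h replicate 3 had 181, above the 72.4 to 122 of the libraries of LPS-treated cells. These values drew attention because they belong to data that the paper does not analyse.

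The numbers of circRNAs listed differed by a factor of 3.98 between libraries, and a difference in the number of circRNA reads could account for this. When each library was thinned to 2305 circRNA reads, the highest number of circRNAs with at least 1 read was 2.21 times the lowest, which is the outcome set beforehand as speaking against this explanation. That count is void, because every library lists circRNAs only from 2 reads on, so a library that was not thinned has no circRNA with 1 read while thinned ones do. Counted from 2 reads on, a rule chosen after the first outcome was seen, the highest number was 1.1 times the lowest (483.5 to 532.3). No biological explanation of the numbers was tested.

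Among untreated cells, 0 h replicates 1 and 2 stood apart from 0 h replicate 3 in circRNA reads. In lncRNAs they did so on the first principal component and in R2 with the LPS libraries. R2 within 0 h did not pair them, at 0.639 for replicates 1 and 2, 0.687 for 1 and 3, and 0.621 for 2 and 3. A candidate explanation is that 0 h replicates 1 and 2 hold less RNA without poly(A) tails, since circRNAs lack them. It was found from their circRNA RPM, the higher of which was 0.321 of the lowest of the other 7 libraries (0.467 as RPM of the raw reads). This ratio therefore does not test it. Another explanation is that 0 h replicate 3 is a library of LPS-treated cells under a wrong label. Over 186 lncRNAs chosen without it, its median position was 0.716. The scale runs from 0 h replicates 1 and 2 (0) to the LPS libraries (1). The LPS libraries, each left out in turn, lay at 0.614 to 1.03. Each of 0 h replicates 1 and 2 was placed against the other alone, over 365 and 350 lncRNAs, and lay at 0.467 and 0.46. Those positions are not like for like with 0.716. Choosing lncRNAs by the distance of the ends draws a left-out library away from its own end. The position thus does not decide the label. With 0 h replicate 3, 125 of 1948 lncRNAs parted the 0 h libraries from the others without overlap. That was 0.758 of the 165 with 6 hpi replicate 1 in its place. The other LPS libraries gave 39 to 86, where chance gives 2.38% in a set not chosen by time point. In mapped reads 0 h replicate 3 went with the 0 h libraries (71165495, against 39633453 to 51328167 with LPS). In mapped ratio it went with the LPS libraries (94.05%, against 92.15 to 95.21% with LPS and 90.47 and 90.99% in 0 h replicates 1 and 2). ENSBTAT00000083638 was at 6.24 FPKM in it, against 1.57 to 2.90 with LPS. That lncRNA was picked among those whose 0 h values, this library included, did not overlap the values with LPS. Its level therefore does not bear on the label. Both explanations stay open, and no biological one was tested, since the design gives no condition that separates the 3 replicates.

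At an adjusted p under 0.05 from limma, 1 circRNA was called between 6 hpi and 0 h and 2 between 12 hpi and 0 h, of 1586 tested, and 0 between 12 and 6 hpi. At an unadjusted p under 0.05 there were 108, 107 and 48, where chance gives a share of 0.05 of the 1586 tested. The 48 lie below that share. The circRNA novel_circ_0003598 was lower at 12 hpi, at 12100, 12430 and 6146 TPM at 0 h and 4589, 4530 and 3731 at 12 hpi (log2 fold change −1.17, adjusted p = 0.00456 from limma). The circRNA novel_circ_0000221 was higher at 6 hpi (2.41, adjusted p = 0.00486 from limma) and at 12 hpi (2.05, adjusted p = 0.0463), at 3503, 0 and 5370 TPM at 0 h and 4042 to 7565 TPM with LPS. For this circRNA the 0 was in 0 h replicate 2, the library with the fewest circRNA reads. Its lowest value at 12 hpi (4042 TPM) was below its highest at 0 h (5370). Its standard error of 0.49 is small for such 0 h values, because the empirical Bayes step draws each spread towards that of other circRNAs. The count of 1 was 9 without 0 h replicate 2 and 3 without 0 h replicate 1. It was 0 without 0 h replicate 3, any 1 of the 6 hpi libraries, or 12 hpi replicate 2 or 3. The count of 2 was 7 without 0 h replicate 1, 4 without 0 h replicate 3, 1 without 6 hpi replicate 1 or 2, and 0 without 6 hpi replicate 3 or 12 hpi replicate 2 or 3, and the count of 0 between 12 and 6 hpi was 1 without 0 h replicate 2. With 10 splits of 6 libraries the share of splits with a count as large is never under 0.1. As large a count came from 6 of 10 splits between 6 hpi and 0 h (real count 1, highest other 4), from 6 between 12 hpi and 0 h (2, highest other 3) and from 10 between 12 and 6 hpi (0, highest other 1).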

How the results depend on the processing

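Added after seeing the data were the circRNA and list tests without 0 h replicates 1 and 2 together, and the log2 ratio of mean FPKM. For named lncRNAs, 1142 of 1304 combinations of a lncRNA with an alternative kept direction and side of the paper's thresholds, 136 lost the thresholds (28 with a pseudocount of 1, 15 with FPKM summed per gene, 16 without 0 h replicates 1 and 2 together), 6 reached them, 8 reversed, and 12 that had not met them changed sign. TCONS_00039271 at 12 hpi kept both in every alternative. No list passed an adjusted p under 0.05 in any alternative. The planned count test on circRNA reads was not run, because the deposited values are TPM. The depth of the FPKM is unknown, which limits what can be said of lncRNAs listed at 0.

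Of lncRNAs at the paper's thresholds (118, 187 and 105 in the order 6 hpi against 0 h, 12 hpi against 0 h, 12 against 6 hpi), a pseudocount of 0.5 gave 50, 89 and 48 and one of 1 gave 18, 32 and 17. Called in 1 comparison only (46, 103 and 45) were 23, 54 and 22, then 8, 21 and 10, and in any comparison (302) 143, then 53. A larger pseudocount shrinks the fold changes of scarce lncRNAs by construction. Without 0 h replicates 1 and 2 together, 59 and 93 lncRNAs met the thresholds against 0 h, 15 and 36 were in 1 comparison only, and 187 in any; of the 59 and 93, 27 and 43 are shared with the 118 and 187. That fit leaves 1 library at 0 h, which is assumed to vary like the other groups. At an adjusted p under 0.05 (0 in each), there were 6 at 12 hpi against 0 h with a pseudocount of 1, 2 at 6 hpi without trend, 2 at 6 hpi and 1 between 12 and 6 hpi with only the 6 libraries compared, 1 and 2 against 0 h with FPKM summed per gene, and 1 between 12 and 6 hpi without 0 h replicates 1 and 2. The cause was not tested.

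Leaving out 1 library at a time gave 0 to 11, 0 to 31 and 0 to 1 at the adjusted p, 85 to 178, 145 to 271 and 87 to 119 at the thresholds, 28 to 62, 79 to 140 and 40 to 63 in 1 comparison only, and 250 to 398 in any. The 11, 31 and 178 are without 0 h replicate 3, the 28 without 0 h replicate 2, and the cause was not tested. TCONS_00039271 ranged from −2.03 to −1.58. The circRNA counts ranged from 0 to 9, 0 to 7 and 0 to 1.

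Summed per gene, TCONS_00139850, which met the thresholds by itself, had 0.79 and did not meet them. Reversed by summing were ENSBTAT00000079931 (−0.42 at 6 hpi and −0.29 at 12 hpi against 0 h), TCONS_00096946 (−0.12) and LINC177 (−0.13) at 6 hpi, RUNX1-OT2 (0.23 at 6 hpi, and −0.0347 between 12 and 6 hpi), and TCONS_00068019 (0.0243) and TCONS_00074351 (−0.0688) at 12 hpi. Sums include other transcripts of the gene by construction. The median R2 (0.639) was 0.42 on log2(FPKM + 0.1) and 0.706 on FPKM. The median of log10(FPKM + 1) (0.229) was 0.245 without lncRNAs at 0, which removes low values by construction. CircRNAs called between 6 hpi and 0 h (1) were 4 with 4 times the pseudocount, and 0 with a pseudocount 0.5 times as large, with circRNAs above 0 in at least 6 libraries, with a replicate block, with centred values and without 0 h replicates 1 and 2 together. Between 12 hpi and 0 h (2) they were 1, 1, 0, 0 and 0 under the same last 5, and the cause was not tested.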

Differences from the paper's values

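The paper's thresholds were used for both sides of each count, and the tests differ: Cuffdiff on fragments in the paper, limma on FPKM here. For lncRNAs in any comparison the paper's value is 112 and the value here is 302. Of the alternatives set before the data were examined, a pseudocount of 0.5 (143) came within 1.5 times of the paper's value and the others did not. Between 6 hpi and 0 h the paper's 22 up-regulated lncRNAs stand beside 73 here, with a pseudocount of 0.5 (33) within that limit and no other alternative. The paper's 25 down-regulated lncRNAs stand beside 45 here, and a pseudocount of 0.5 (17), leaving out 0 h replicate 1 (32) or 2 (29) and FPKM summed per gene (32) came within it, the others not.

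Between 12 hpi and 0 h the paper's 27 up-regulated lncRNAs stand beside 124 here, with only a pseudocount of 1 (22) within 1.5 times. The paper's 22 down-regulated lncRNAs stand beside 63, with a pseudocount of 0.5 (25) and leaving out 0 h replicates 1 and 2 together (19) within it and the others not. Between 12 and 6 hpi the paper's 32 up-regulated lncRNAs stand beside 68, with only a pseudocount of 0.5 (34) within it. For lncRNAs in 1 comparison only, the paper's 17 for 6 hpi against 0 h stands beside 46, within reach of a pseudocount of 0.5 (23) and of leaving out 0 h replicates 1 and 2 together (15), and the paper's 23 for 12 hpi against 0 h beside 103, within reach of a pseudocount of 1 (21). In both cases no other alternative came within it.

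The paper's R2 between libraries is about 0.91 for the lowest pair in Fig. 1A, read by eye, and 0.515 here, and about 0.96 for the highest pair in Fig. 1A, read by eye, and 0.745 here. The scale of that figure is not stated in the paper's text, and its caption names Pearson's correlation coefficients without saying whether they are squared. Both alternatives still counted as different for both pairs. They gave 0.315 and 0.504 on log2(FPKM + 0.1) and 0.00029 and 0.972 on untransformed FPKM, of which 0.972 is the closest to the paper's value. The 0.00029 belongs to 0 h replicate 2 with 6 hpi replicate 3. In 0 h replicate 2, ENSBTAT00000069275 was listed at 16334 FPKM, and a value of that size weighs heavily in untransformed R2. With 12 hpi replicate 1, where it was listed at 1923 FPKM, 0 h replicate 2 had 0.918.

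The paper's Supplementary Tables 2 to 4 hold 47, 49 and 57 lncRNAs, and their mean FPKM are those of the deposited values within 6.7e-07. Of these, 17, 14 and 24 were tested here, all with the same sign as in the paper, and 10, 11 and 11 met the paper's thresholds. Without a filter, 17, 21 and 16 met them. By the adjusted p of the paper's own test, 9, 8 and 5 of the 47, 49 and 57 are under 0.05, where 0 lncRNAs passed from limma here. The paper picked these lncRNAs on the same values, so the shared signs are not independent evidence. Of the 47, 49 and 57 lncRNAs, 13, 18 and 14 had values that did not overlap between the groups. Supplementary Table 3 of the paper holds 26 up- and 23 down-regulated lncRNAs where the text gives 27 and 22. The paper gives TCONS_00139850 as not detected for 0 h and 6 hpi, and 1 of the 3 libraries of 6 hpi, replicate 3, is listed at 0.390 FPKM. The paper gives a log2 fold change of 15.94 for this lncRNA between 12 hpi and 0 h. All 3 libraries of 0 h are listed at 0, so a fold change here would be set by the pseudocount and none is set beside it.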

Other observations

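In this part the lncRNAs of the first paragraph and the overlapping pairs were picked after their values were seen, and they stand for no group of genes. Replication-dependent histone genes encode the proteins that package new DNA in dividing cells, and their mRNAs lack poly(A) tails. H2AC11-OT1 (chromosome 23, 31354601 to 31363785), which overlaps a histone H2A gene, had 55.2, 47.2 and 107 FPKM at 0 h, 104, 139 and 130 at 6 hpi and 196, 129 and 154 at 12 hpi, and the log2 fold change between 12 hpi and 0 h was 1.27 (adjusted p = 0.188 from limma). H4C11-OT3 on the same chromosome (1.38) and H2AC19-OT1 on chromosome 3 (1.06) met the paper's thresholds too, as did TCONS_00087791 (1.28), antisense to a gene known here by its Ensembl identifier only. Without 0 h replicates 1 and 2 together these 4 fold changes were 0.56, 0.45, 0.55 and 0.41. With quantile normalization H2AC11-OT1 (0.51) and TCONS_00087791 (0.69) did not meet the thresholds, nor did TCONS_00087791 without 0 h replicate 2 (0.99). Of the 9 libraries, 0 h replicates 1 and 2 held the fewest circRNA reads.

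H4C11-OT2 and H4C11-OT1, which overlap a histone H4 gene, traded places between replicates. H4C11-OT2 was listed at 0, 55.6 and 59.9 FPKM in the 0 h libraries, where H4C11-OT1 was listed at 35.4, 0 and 8.45. At 12 hpi they were listed at 8.90, 8.17 and 142, and at 119, 82.5 and 4.26. Their sum ran from 35.4 to 147 FPKM over the 9 libraries.

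Transcripts of the same gene were called in opposite directions at 4 genes between 12 hpi and 0 h. A candidate explanation is that reads were shared out differently between overlapping transcripts from library to library. It would make deviations of such transcripts within a time point run against each other, and over 521 pairs at 235 genes the median correlation of these deviations was −0.0525, where 3 of 1000 random sets of pairs were as low and the limit set beforehand was −0.0363. A change of isoform use with LPS may also account for the 4 genes. As many were found in 2 of the 10 splits of the 6 libraries (real count 4, highest other 4, with 0 h replicate 1 and 12 hpi replicates 2 and 3 against the rest). That outcome had been set beforehand as speaking against a change of isoform use. With 10 splits the share is never under 0.1 and the counts are small, so the test cannot decide. In the other comparisons some splits gave more such genes than the real one (7 against 4 between 6 hpi and 0 h, 6 against 3 between 12 and 6 hpi).

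Splits of the 6 libraries of each comparison into 2 groups of 3 number 10, so the share with a count as large is never under 0.1. At the paper's thresholds, as many lncRNAs were called in 2 splits between 6 hpi and 0 h (real count 118, highest other 121), in 1 between 12 hpi and 0 h (187, highest other 106) and in 1 between 12 and 6 hpi (105, highest other 93). The split with 121 sets 0 h replicates 1 and 2 with 6 hpi replicate 1 against the rest. At the adjusted p the counts of 0 were reached in 10, 10 and 10 splits (highest other 3, 3 and 1), and for the gene lists the counts of 0 in 10, 10 and 10 (highest other 0, 0 and 0).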
